A study of Saccharomyces cerevisiae with 2 samples. Its data were reported in "Duplication of a promiscuous transcription factor drives the emergence of a new regulatory network" (2014).

How the data were processed

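Binding of Yfl052w to DNA was measured by ChIP-exo, in which chromatin bound by a protein is immunoprecipitated and a 5′ to 3′ exonuclease trims each strand up to the crosslinked protein, so that read ends pile up at the borders of the bound site. Yfl052w is a Zn-finger transcription factor of the MALR family of *Saccharomyces cerevisiae*. It carried a haemagglutinin (HA) tag and was precipitated with an anti-HA rat monoclonal antibody. Per the labels, cells of strain S288C were grown in rich medium with palatinose and harvested in exponential growth. The strain list of the study gives the tagged gene a TEF promoter, so the regulator was not expressed from its own promoter. Of the 2 samples, 1 was the HA-tagged immunoprecipitate and 1 was input DNA, with 1 replicate in each group. Groups were taken from the sample titles. An event table of the HA-tagged sample was analysed, and the background came from the control reads that this table holds. The labels list input DNA, while the methods of the study name an untagged strain as the control, and the table itself does not name the library behind its control reads.

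The authors trimmed low-quality bases and adaptors with Trim Galore!, mapped the reads with BWA to the S288C genome (R64-1-1), sorted them with samtools and picard, and called events with GEM, with changed k-mer lengths, genome size and smoothing. GEM assigns reads to point events with a mixture model and lets short sequences that recur at events (k-mers) pull event positions, so a test of a motif at events can be partly circular. The read numbers in the deposited table are estimated counts, since the mixture model splits reads between neighbouring events: IP reads for the tagged sample and control reads for the background. The scaling of the control reads is not stated in the table. The fold that the authors deposited is the ratio of IP to control reads. The deposited −log10 q-value and −log10 p-values are those of the peak caller, and they are capped at the highest value in the table. The deposited table also holds the expected signal of a background model, the noise fraction of each region, a shape score and the log10 p-value of the k-mer, which entered no comparison. No estimated count was rounded or tested with a count model, because a single library has no replicates. The total number of reads of each library is not given in the table, so the sequencing depth is unknown and no interval is given for a fold.

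Coordinates are 1-based on R64. The reference sequence and annotation used here were the R64 assembly of NCBI. The build was checked against the table: all 82 positions lay inside their chromosomes, and the k-mer CTCCG, which the table names for 26 events, was found within 10 bp of the event in the reference for 26 of these. Translation starts were taken from the coding sequences of the annotation, dubious reading frames included. An event was called upstream of a gene when it lay within 800 bp upstream of the translation start, the distance the study used for promoters. Sites matching CGG(9N)CGG or CGC(9N)CGN, each 15 nt long with a spacer of 9 nt, were searched on both strands, and an event was said to have a site when the centre of the site lay within 50 bp. Events at most 500 bp apart on a chromosome were joined into a region, and the fold of a region was the sum of its IP reads over the sum of its control reads.

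The share of events upstream of a gene, or with a site, was compared with 100000 random placements of the events on their own chromosomes (two-sided). The smallest p-value these placements can give is 2e-05. Mean log2 IP reads of events with and without CGG(9N)CGG were compared by a two-sided permutation test with 100000 draws, or an exact permutation test where a set had fewer than 10 members and all splits could be listed. Benjamini-Hochberg adjustment was made over these 4 tests. Promoters were compared by the two-sided Fisher's exact test. Intervals of shares of events are 95% Wilson intervals. They cover counting error only, and since events lie in clusters and come from a single library, the tests describe this library and not repeated experiments. The placement test was tested on simulated event lists: 1 of 200 lists of 82 random events passed the threshold of 0.05. With part of the events planted at sites, 200 of 200 lists passed. For the permutation test, 3 of 50 simulated sets without a difference passed, as did 48 of 50 with a shift of 1 log2 unit. A shift as small as the 0.43 found in the data was not simulated. Simulated positions and values were drawn independently of each other, so these checks do not cover the clustering of the real events.

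Named events were chosen before the data were examined: the 10 events with the most IP reads, and each event upstream of *IMA1*, *IMA5*, *YFL052W*, *MAL11*, *MAL12*, *MAL31*, *MAL32*, *YHR210C* or *YJL217W*. The alternatives were a −log10 q-value of at least 3, merging of events within 100 bp of a stronger one, upstream distances of 500 and 1000 bp, distances to a site of 20 and 100 bp, 1 mismatch over the 6 half-site bases, and a background drawn from sequence upstream of genes. A −log10 q-value of at least 100, the use of 1 event per region and the use of events without a k-mer were added after the data had been seen. Repeated sequence was searched with blastn 2.17.0 in the sequence up to 50 bp on each side of the event with the most IP reads in each region, and of each event in the regions called strong in the closing section. The gap of 500 bp that separates regions and the minimum of 4 events for a region rich in events were set after the events had been seen. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and Biopython 1.88. Expression reporters, flow cytometry and structural models of the study were not used here.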

Results

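The ChIP-exo experiment addressed which promoters the palatinose-specific regulator Yfl052w binds when palatinose, a disaccharide, is the carbon source, and which DNA motif it recognizes there. The event table of the HA-tagged sample held 82 events on 14 chromosomes. With 1 tagged library there is no replicate error for any event, and each read number below is a single measurement. IP reads per event ranged from 318.0 to 6969.5 with a median of 1865.4, and control reads at the same events ranged from 26.6 to 805.7 with a median of 159.8. The ratio of IP to control reads ranged from 1.2 to 101.2 with a median of 9.3. A total of 38 events reached a fold of at least 10, while 5 events stayed below a fold of 2. The −log10 q-value given by the peak caller was at its cap of 999 for 32 events, and the lowest was 3.13.

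The events were strongly clustered. Joining events at most 500 bp apart gave 28 regions, of which 12 held a single event and 7 held at least 4. The number of separate events therefore depends on how neighbours are counted, and merging events within 100 bp of a stronger one left 38 events. Of the 82 events, 42 lay in the 6 regions upstream of *IMA1*, *IMA5*, *YFL052W*, *MAL11*, *YHR210C* and *YJL217W*, and these regions held 66.7% of the IP reads of all events. Of the 10 events with the most IP reads, 9 lay in these regions.

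**Figure D1:**
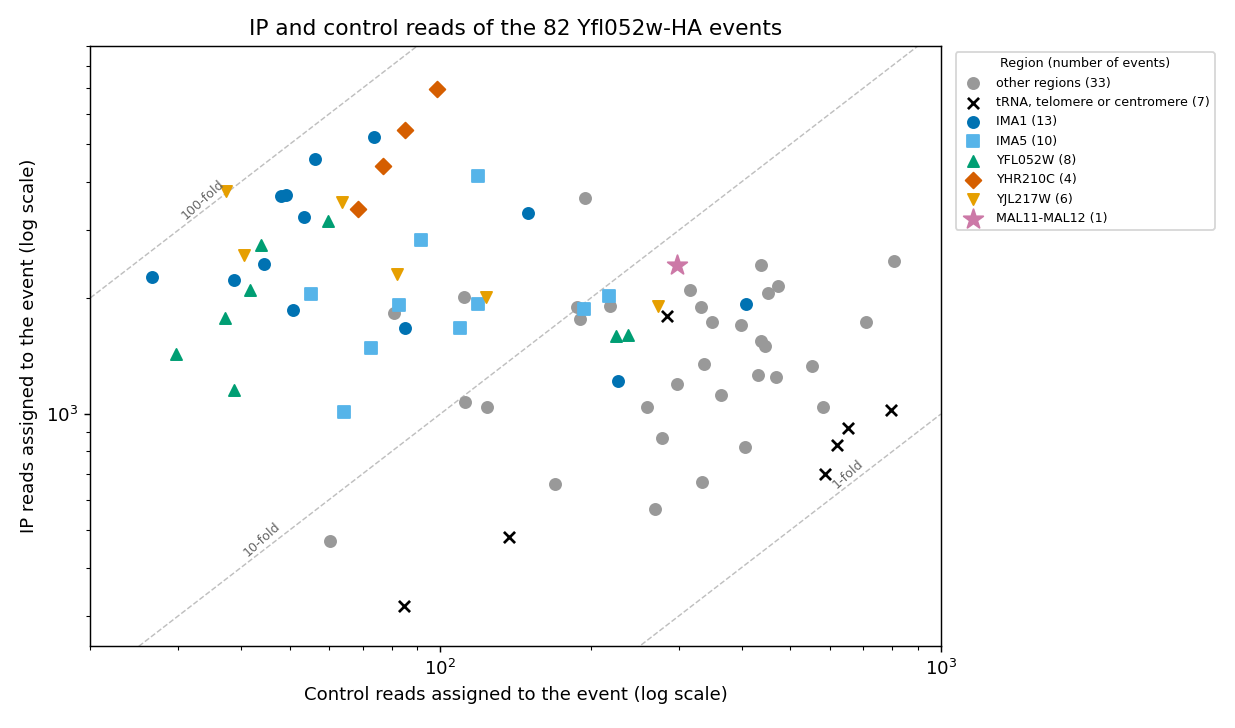
IP reads (vertical axis) against control reads (horizontal axis) assigned to each of the 82 events, both on a log scale, with a point per event, a symbol per region and dashed lines at constant fold. Most events upstream of IMA1, IMA5, YFL052W, YHR210C and YJL217W lie above the 10-fold line, whereas the single MAL11-MAL12 event has a fold of 8.2.

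The first comparison was between the promoters of palatinose-specific genes and those of maltose-specific genes. *IMA1* (YGR287C, an isomaltase gene on the minus strand of chromosome VII, 1067222 to 1068991) had 13 intergenic events between 119 and 647 bp upstream of its translation start. The strongest was at position 1069542, 551 bp upstream, with 5224.1 IP and 73.7 control reads, a fold of 70.9. Over the whole region the summed IP reads were 37346.9 and the summed control reads were 1311.1, a fold of 28.5. Part of these events, among them the strongest, also lay within 800 bp upstream of *MAL13*. *IMA5* (YJL216C, an isomaltase gene on the minus strand of chromosome X, 24341 to 26086) had 10 intergenic events between 265 and 590 bp upstream. Its strongest event, at 26637, had 4146.0 IP and 118.9 control reads, and the fold of the region was 18.6. The promoter was shared with a divergent gene, and position 26637 also lay 250 bp upstream of *HXT8*. *YFL052W* itself (named *ZNF1* in the annotation, plus strand of chromosome VI, 28232 to 29629) had 8 intergenic events between 392 and 595 bp upstream. The strongest, at 27766, had 3165.6 IP and 59.6 control reads, and the fold of the region was 21.9. Since the tagged gene was given a TEF promoter, distances to its start in that strain may differ from those in the reference.

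*MAL11* (YGR289C, the promiscuous transporter gene, minus strand of chromosome VII, 1073963 to 1075813) and *MAL12* (YGR292W, a maltase gene, plus strand, 1076599 to 1078353) are divergently transcribed from a shared promoter. That promoter held a single event at position 1076289, which was 476 bp upstream of *MAL11* and 310 bp upstream of *MAL12*. The event had 2441.0 IP and 296.5 control reads, a fold of 8.2, and was thus the weakest of the 6 regions named above. With 50 bp on each side, the sequence around it differed from sequence between *MAL31* and *MAL32* at 2 bases. The shared promoter of *MAL31* (YBR298C, minus strand of chromosome II, 802631 to 804475) and *MAL32* (YBR299W, plus strand, 805351 to 807105) had 0 events in the table. Events were thus found at 3 of 3 palatinose-specific promoters and at 1 of 2 promoters of maltose-specific genes, the latter being the promoter that *MAL12* shares with *MAL11*. This difference did not pass Fisher's exact test (two-sided p = 0.4), and the smallest p-value that 3 and 2 promoters allow is 0.1. By gene, 5 of the 7 *MAL* genes had an event within 800 bp, and this number was the same with 500 bp or 1000 bp.

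Outside the *MAL* genes, the region upstream of *YHR210C* (minus strand of chromosome VIII, 520712 to 521737) had the highest fold of the 28 regions, 61.5. Its 4 intergenic events lay within 59 bp, between 254 and 312 bp upstream of the translation start. The event at 522000 had the most IP reads in the table, 6969.5 against 98.7 control reads. The region upstream of *YJL217W* (named *REE1* in the annotation, plus strand of chromosome X, 23133 to 23729) had 6 intergenic events between 184 and 316 bp upstream and a fold of 26.0. Its event at 22872 had 3787.5 IP and 37.4 control reads, which gave the highest single-event fold, 101.2.

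**Figure D2:**
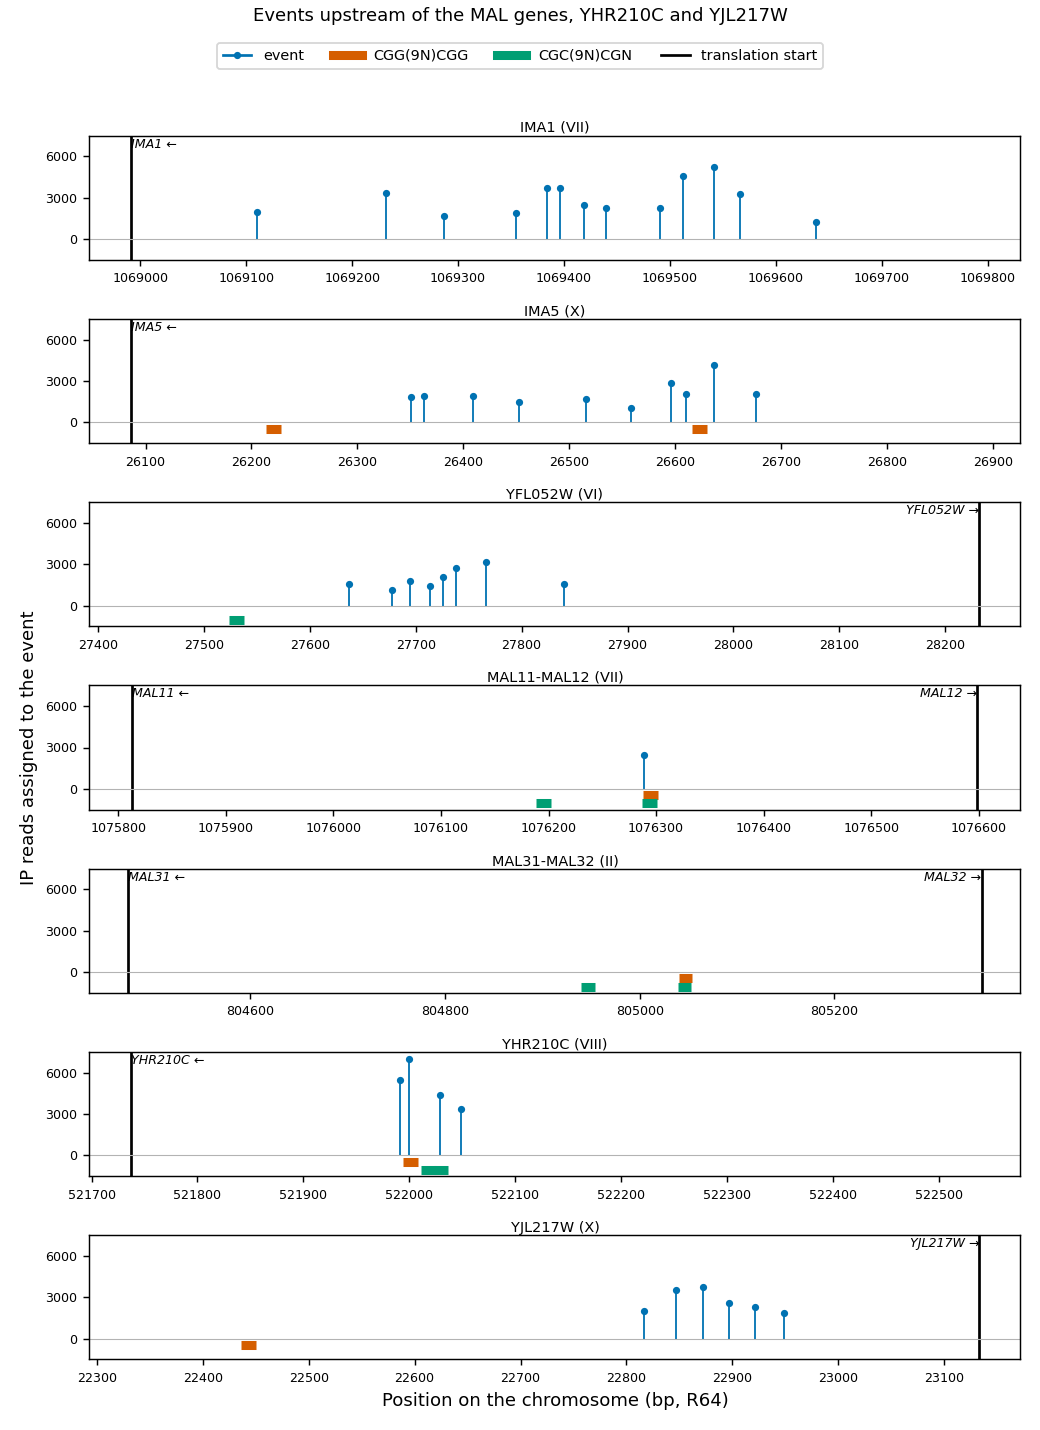
Events upstream of the MAL genes, YHR210C and YJL217W, with a panel per promoter, the position on the chromosome (bp, R64) on the horizontal axis and IP reads per event on the vertical axis. Vertical black lines mark translation starts, and the bars under the zero line mark exact CGG(9N)CGG and CGC(9N)CGN sites within 800 bp upstream. The MAL31-MAL32 promoter has both kinds of site and 0 events, and the 6 events upstream of YJL217W have no CGG(9N)CGG site near them.

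The remaining 22 regions held 40 events. Their folds ranged from 1.2 to 12 with a median of 3.5, compared with 8.23 to 61.5 for the 6 regions above. A single one of the 22 had a higher fold than the *MAL11*-*MAL12* region: 3 events between 991398 and 991490 on chromosome XV, inside the coding sequence of *CIN1*, with a fold of 12. The other event among the 10 with the most IP reads was at position 1490306 on chromosome IV, 290 bp upstream of *SNA2*, with 3634.2 IP and 194.2 control reads and a fold of 18.7. It belonged to a region of 5 events that reached into *API2* and had a fold of 7.08.

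The position of events relative to genes was compared with random placement. Of the 82 events, 72 lay within 800 bp upstream of a translation start, which is 87.8% (95% Wilson interval 79 to 93.2%), while random placement gave 32.8%. The share was larger than in any random placement (two-sided p = 2e-05, the smallest possible, adjusted p = 4e-05, n = 82 events). The alternative that moved this share most was an upstream distance of 500 bp, which gave 68.3% against 21.4% by random placement. With 1 event per region the share was 75.0% against 32.9% (p = 4e-05, n = 28 events). Coding sequence, dubious reading frames included, held 9 of the 82 events, of which 3 lay in *CIN1*. The others lay in *BRP1*, *API2*, *YLR111W* and *YDR010C*.

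The next question was which motif lay at the events. An exact CGG(9N)CGG site, the motif the study assigned to Yfl052w, had its centre within 50 bp of 16 of the 82 events. This was 19.5% (95% Wilson interval 12.4 to 29.4%) against 1.1% by random placement, 17.4 times as many (two-sided p = 2e-05, adjusted p = 4e-05, n = 82 events). The peak caller can use k-mers to place events, but 13 of these 16 events carried no k-mer. Among the 56 events without a k-mer the share was 23.2% against 1.1% by random placement (p = 2e-05, n = 56 events). With 1 event per region, the event with the most IP reads had such a site in 6 of 28 regions (21.4%, p = 2e-05, n = 28 events), and any event had one in 8 regions. Allowing 1 mismatch in the half-sites raised the share to 69.5%, and the share by random placement to 19.7%. The sites at the named events were CGGAGAAATTCTCGG upstream of *YHR210C* (chromosome VIII, 521994 to 522008, minus strand), CGGAATTATTCTCGG upstream of *IMA5* (chromosome X, 26616 to 26630, minus strand) and CGGAAATTTTCGCGG between *MAL11* and *MAL12* (chromosome VII, 1076288 to 1076302, plus strand). The *IMA1* and *YFL052W* regions had 0 exact sites. They held 9 and 4 sites with 1 mismatch. Among these were CGGTGAAATACAGGG upstream of *IMA1* (1069501 to 1069515, minus strand), with its centre 4 bp from the event at 1069512, and CGTTGTAATAATCGG upstream of *YFL052W* (27729 to 27743, plus strand), 2 bp from the event at 27738. The *YJL217W* region had 0 sites of either kind.

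For comparison, CGC(9N)CGN, the motif of the maltose-specific paralogue Malx3, lay within 50 bp of 8 events, or 9.8% (95% Wilson interval 5.0 to 18.1%), against 4.0% by random placement. The excess passed the test over all events but not under each way of counting. The two-sided p-value was 0.033 (adjusted p = 0.044, n = 82 events). It was 0.196 with 1 event per region (n = 28 events), and 0.0861 with random positions drawn upstream of genes (n = 82 events). Of these 8 events, 5 also had CGG(9N)CGG within 50 bp, namely the 4 events upstream of *YHR210C* and the *MAL11*-*MAL12* event. At the latter, CGCGAAAATTTCCGG (1076287 to 1076301, minus strand) overlapped the CGG(9N)CGG site on the opposite strand.

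Finally, IP reads were compared between events with and without CGG(9N)CGG. The mean log2 IP reads were 11.12 ± 0.97 (SD, 16 events) with the site and 10.69 ± 0.8 (SD, 66 events) without it. The difference of 0.43 on the log2 scale did not pass the permutation test (two-sided p = 0.0654, adjusted p = 0.0654 over the 4 tests). Among the 56 events without a k-mer, a subset chosen after the data had been seen, the difference was 0.62 (permutation p = 0.0107, not adjusted). The permutation treats events as independent, although several share a site. With 1 event per region and the IP reads of each region summed, the difference was 1.14 (exact permutation p = 0.154, n = 28 events).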

Values the study reported

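The study described the Yfl052w site as a pair of CGG motifs around a spacer of 9 nt that is rich in A and T. *YHR210C* and *YJL217W* were given as the 2 bound genes that lie outside the MAL family. It counted 3 Malx3 sites in each promoter of the maltose-specific genes and of *MAL11*, and 1 Yfl052w site in those of palatinose-specific genes.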

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

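Among the 41 alternative values of the 6 main results, 35 kept the direction and the side of the threshold, or stayed within 1.5 times of the value reported. These 35 include the −log10 q-value of at least 3 for each of the 6 results. It kept all 82 events, so its values could not differ. The number of events fell from 82 to 38 when events within 100 bp of a stronger one were merged, and to 28 with 1 event per region. For CGC(9N)CGN, 3 alternatives took the excess below significance: merging gave 10.5% of events (p = 0.125, n = 38 events), 1 event per region gave 10.7% (p = 0.196, n = 28 events), and a background upstream of genes left the share at 9.8% against 4.8% by random placement (p = 0.0861, n = 82 events). Merging and 1 event per region did not lower the share. They left 4 and 3 events with a site in place of 8, and the 4 events upstream of *YHR210C* then counted as 1. The background upstream of genes raised the share by random placement from 4.0% to 4.8%. No other cause was tested.

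The shares of events upstream of a gene (68.3 to 91.9%) and with CGG(9N)CGG (13.4 to 69.5%) stayed above random placement, at p-values of 2e-05 or 4e-05, under the alternatives run for them. The number of *MAL* genes with an event was 5 under each of its alternatives. Only the distance of 500 bp and the −log10 q-value of at least 100 could have lowered it. Merging and 1 event per region keep an event in each region, a value of 3 drops no event, and 1000 bp widens the window. The difference in log2 IP reads between events with and without CGG(9N)CGG stayed positive, from 0.04 to 1.14. It reached significance among the 56 events without a k-mer, at 0.62 (permutation p = 0.0107, not adjusted for the number of alternatives), and not under its other alternatives, and the cause was not tested. Of 54 alternative event numbers for single genes, 12 moved by more than 1.5 times, 12 of them to a lower number.

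The alternative of a −log10 q-value of at least 3 kept all 82 events, since the lowest value in the table was 3.13, and therefore shows no stability. The stricter value of 100, the use of 1 event per region and the use of events without a k-mer were chosen after seeing the data. No paired analysis was possible because the table covers a single tagged library. For the same reason no replicate could be left out, and the missing library totals keep the error of each fold unknown. The study states that its ChIP-exo was repeated independently at another site. A single event table was analysed here, and which of these experiments it came from is uncertain.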

Other observations

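The tests of features near weak regions, of spacings relative to the genome and of pairs at other spacings upstream of *YJL217W* were chosen after the results had been seen, as were the criterion by which the *MAL31*-*MAL32* comparison was left undecided, the cutoff for strong regions and the search for repeats around each of their events. A first form of the *YJL217W* test asked only whether any pair was present, and it was replaced after a pair had been found. The *MAL31*-*MAL32* comparison was planned with any difference between the windows counting against read sharing, and an identical stretch of at least 36 bp was taken as leaving it open only after 2 differences had been found. In all, 11 explanations were tested, and the 5 main tests among them that compare with chance by a p-value were adjusted together by Benjamini-Hochberg.

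Most sequences that match the motif had no event. The genome holds 1438 exact CGG(9N)CGG sites, of which 504 lie within 800 bp upstream of a gene, and 10 sites (0.695%) lay within 50 bp of an event. All 10 were upstream of a gene, against 34.6% of the other 1428 sites (two-sided Fisher's exact p = 2.64e-05, adjusted p = 6.6e-05). Since these sites were picked for lying near events, and 87.8% of events lay upstream of a gene, this restates the position of the events and does not show what position adds. Among the sites upstream of genes, the spacer of 9 nt held 6.8 ± 1.55 A or T (SD, 10 sites) at events and 5.08 ± 1.64 (SD, 494 sites) elsewhere (two-sided permutation p = 0.00109, adjusted p = 0.00136). A pair of overlapping sites on chromosome IX enters this set, and counting it once gave p = 0.00144 by permutation over 9 sites. The 50 bp on each side did not differ, with 57.8 ± 5.1% A or T at events and 56.9 ± 7.8% elsewhere (permutation p = 0.727, adjusted p = 0.727). An AT-rich spacer is part of the site as the study described it. Here it may set the called sites apart from other matches to CGG(9N)CGG, a hypothesis tested on the library from which the site was described. The k-mer CTCCG of the peak caller contains a half-site on the opposite strand, but 7 of the 10 sites had no event with this k-mer within 50 bp. Chromatin state and expression were not tested.

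The spacing of 9 nt stood apart for exact sites. None of the 12 other spacings between 3 and 15 nt gave as many events with 2 CGG half-sites (0 of 12). They gave 0 to 7 events with a median of 3.5, against 16 at 9 nt. Per 1000 exact sites in the genome, a measure also chosen after the numbers had been seen, there were 11.1 events at 9 nt and at most 5.79 at the other 12 spacings. These numbers go against CGG content alone as the source of the excess in this library. The study described the site from this experiment, so the rank of 9 nt is not independent of these events. Events also share sites: 4 of the 16 lay at the *YHR210C* site and 3 at the *IMA5* site. Counting only the event with the most IP reads in each region, 9 nt gave 6 regions and the other spacings at most 2. Of the 16 events, 3 carried a k-mer of the peak caller.

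Some regions with many events held many near-matches. The 7 regions with at least 4 events contained 29 sites with at most 1 mismatch, against 6.4 in random windows of the same lengths upstream of genes (two-sided p = 0.0002, the smallest that 10000 windows can give, adjusted p = 0.000333, n = 29 sites). The numbers were uneven: 9 each at *IMA1* and in the region upstream of *SNA2*, 4 each at *IMA5* and *YFL052W*, 2 between *RIB4* and *RRP40*, 1 at *YHR210C* and 0 at *YJL217W*. In plain numbers none of the 12 other spacings reached 29 (0 of 12, highest 23). Relative to the number of such sites in the genome, however, 1 of the 12 did: the spacing of 7 nt had 0.905 per 1000 in these regions and that of 9 nt had 0.869 per 1000. Whether the many events at *IMA1* and *IMA5* reflect several weak sites cannot be decided by this test. It used random windows as background, and regions with fewer events were not compared. Those regions held from 0 near-matches, as at the centromere of chromosome IV, to 7 in the region of *BRP1*, which had 3 events. A general richness in CGG half-sites cannot be told apart from weak sites either. Splitting of a broad signal by the peak caller was not tested.

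The *YJL217W* region had the highest fold of any single event and yet no near-match. The nearest site with at most 1 mismatch to CGG(9N)CGG was 340 bp from its events. The 233 bp around these events contained 5 CGG half-sites, counted on both strands, and 1 exact pair with a spacer of 14 nt. Of random windows of that length upstream of genes on the chromosome, 20.8% held at least as many pairs at spacings of 3 to 15 nt, so the pair cannot be told apart from chance. What recruits the signal there remains open, and indirect binding was not tested.

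The site of the *MAL11*-*MAL12* event recurs between *MAL31* and *MAL32*, where CGGAAGTTTTCGCGG (chromosome II, 805040 to 805054, plus strand) is also an exact CGG(9N)CGG site and overlaps CGCGAAAACTTCCGG on the opposite strand. The table has no event there. Reads shared by near-identical promoters may contribute: with 50 bp on each side of the event, the windows differ at 2 bases, and the longest identical stretch is 46 bp. The read length is not stated, so read sharing cannot be told apart from a difference in binding. This bears on both promoters, since reads from one could have been placed at the other.

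Of the 22 regions outside the 6 promoters named above, 4 had an event with a higher fold than the 8.2 of the *MAL11*-*MAL12* event: those in *CIN1* (maximum 22.6), upstream of *SNA2* (18.7), inside *BRP1* near *PMA1* (8.7), and between *RIB4* and *RRP40* (8.4). Repeated sequence was tested as a technical source around each of the 15 events of these regions, and 0 of the 4 regions had a second copy with at least 95% identity over 80 bp. The region between *RIB4* and *RRP40* contains CGGAGATATTTTCGG (chromosome XV, 55238 to 55252, minus strand), 6 bp from the event at 55239. That upstream of *SNA2* contains CGGTCCCGTCTTCGG (chromosome IV, 1490163 to 1490177, minus strand), 35 bp from the event at 1490135, which had a fold of 2.7. Those in *CIN1* and *BRP1* had 0 exact sites, and they held 1 and 7 sites with 1 mismatch. Which library gave the control reads is not stated in the table, so signal that does not depend on the tag cannot be told apart from binding at these 4 regions.

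Regions near some genomic features were weaker on average. Of the 28 regions, 7 (25.0%) had their strongest event within 100 bp of a tRNA gene, a telomere or a centromere, against 1.8% by random placement (two-sided p = 2e-05, the smallest possible, adjusted p = 6.6e-05, n = 28 regions). Their median fold was 1.41, with 6.31 at the centromere of chromosome IV as the highest, compared with 4.54 for the other 21 regions, a difference of -1.6 in mean log2 fold (two-sided exact permutation p = 0.00794). The 21 include the 6 promoters named above, with folds of 8.23 to 61.5, so this difference is not one among weak regions alone. The centromere (6.31) and a tRNA region (3.75) lay above 3.5, the median of the 22 regions outside those promoters. Another tRNA region (3.49) lay close to it. The telomeric regions (1.2 to 1.34) and a further tRNA region (1.41) lay lower. Nonspecific signal at such features is a candidate explanation for the positions, while the low folds held for only part of these regions. The telomeric windows and 2 of the tRNA windows also match several other places in the genome, so repeated sequence remains possible as well.

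Control reads per event were lower where events were dense, with a median of 82.2 in the 7 regions with at least 4 events and 373.9 elsewhere. Summed over a region, the medians were 824.3 and 632.2. The fold of a single event and that of its region can therefore rank regions differently: the event at 22872 had the highest fold of all, 101.2, while the *YHR210C* region had the highest summed fold, 61.5.

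The numbers of sites and targets differ from some of those quoted above. Exact CGG(9N)CGG sites within 800 bp upstream numbered 2 for *IMA5* and 0 for both *IMA1* and *YFL052W*. The number for *IMA5* is higher and those for *IMA1* and *YFL052W* are lower than the number of Yfl052w sites quoted from the study above. Only exact matches were counted here, and the methods of the study do not state how closely a site had to match. Of the *IMA5* sites, that at 26616 to 26630 lay 13 bp from the nearest event and the other 130 bp. For *IMA1*, the lack of an exact site does not exclude a functional one. In the study, *MAL32* responded to palatinose once a Yfl052w site of the *IMA1* promoter had been placed before it. Exact CGC(9N)CGN sites within 800 bp upstream numbered 2 for each of *MAL11*, *MAL12*, *MAL31* and *MAL32*. That is lower than the number of Malx3 sites quoted from the study above, again by a count of exact matches only. Among the palatinose-specific genes, *YFL052W* had 1 exact CGC(9N)CGN site (CGCTCCAGATGTCGC), 106 bp from the nearest event, while *IMA1* and *IMA5* had 0. The regions outside the *MAL* promoters, with *YHR210C* and *YJL217W* included, numbered 24. That is higher than the number of targets quoted from the study above, but the measures differ. The study named genes, after inspection of the peaks by the authors. The 24 regions were counted at any fold, down to 1.2. They include the 7 near a tRNA gene, a telomere or a centromere.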
